A study of Mus musculus with 6 samples.

How the data were processed

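RNA was sequenced from the apical mesenchyme of the lower (mandibular) first molars of mice at postnatal day 7.5. The 6 libraries were 3 from mutants carrying the Gli1-CreER driver with loxP-flanked (floxed) Bmpr1a alleles and 3 from littermate controls with the floxed alleles and no driver in their genotype label. CreER is a recombinase that acts only after tamoxifen is given, and in these mutants it is made in Gli1-expressing cells. The labels do not give the tamoxifen schedule or say whether controls received it. Per the labels, litter 1 gave controls 1 and 2 and mutants 1 and 2, and litter 2 gave control 3 and mutant 3. The strain background was mixed.

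Poly(A) libraries were sequenced on an Illumina NextSeq 500, per the labels' protocols. The aligner, the counting program, the genome build and the annotation are not stated there. The authors deposited a single table of 25899 gene symbols by 6 libraries, titled as normalized RPKM, whose values are on a log2 scale. Over all columns, 99.99% of the values above the column minimum, raised as powers of 2, were whole multiples of a single step per column (99.97% to 100% by column). The step was shared by all genes of a column, so gene length had not been divided out. The minimum of each column was taken as 0.9 of 1 read, the value given to genes without reads. The values were therefore treated as log2 of RPM, reads per 1000000 mapped reads, with the caveat that the denominator is inferred from the step and not stated. Dividing by the step gave between 15916045 and 20609420 reads on genes per library. On that scale the reads on genes make up 66.7% to 68.6% of each library. A level of 3 reads, the smallest treated as detectable, was between 0.0987 and 0.126 RPM. These limits cover counting error only, since reads without molecular identifiers are not independent molecules.

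Groups were taken from the genotype labels. The test fixed before the data were examined assumed RPKM, and it was applied to the linear RPM values in their place. Genes with a mean of at least 1 RPM over the 6 libraries (14444 genes) were tested on log2(RPM + 1) with limma 3.58.1 in R 4.3.3. The fit used lmFit and eBayes with a mean-variance trend, no covariate, two-sided p-values and Benjamini-Hochberg adjustment over all tested genes. Changes are mutant minus control on the log2(RPM + 1) scale, which understates the change of low genes. Because the deposited unit is a log2 value, a count-based test of the recovered reads was limited to limma voom, as an alternative.

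Gene sets for transcription factors tied to this study, BMP response, hedgehog response, proliferation, odontoblasts, osteoblasts and other tissues were listed before the data were examined. The transcription factors, Pax9, Klf4 and Lhx8 among them, were taken from what was known of the study. One listed gene, and the set result that rests on it, are not reported here. They may have been picked from these same libraries, so their changes here are no independent test. Sets with at least 3 tested genes (12 sets) were tested with limma's fry, a rotation test of whether a set moves as a whole. The 50 tested genes of the transcription factor, pathway and lineage sets were also adjusted over that list alone. The rule for naming genes was also fixed beforehand. It takes Bmpr1a, Gli1, the transcription factors, and members of the BMP response, odontoblast and osteoblast sets with an unadjusted p under 0.05. It adds, since fewer than 3 genes per direction passed adjustment, the 5 smallest unadjusted p-values in each direction among genes whose groups did not overlap.

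Replicate numbers come from the column names of the deposited table, where both genotypes are numbered 1 to 3, and not from the sample labels. A fit with the replicate number as a block was therefore added after the data had been examined. Number 3 is litter 2 in both genotypes. Number 1 holds the libraries with almost no Xist reads and with Ddx3y reads, so this block equals litter and sex together. Whether same-numbered libraries deviate together was checked by correlating, across genes, their deviations from the group means. Separation of the genotypes was tested by exact enumeration of the 10 splits of 6 libraries into 3 and 3, which cannot give a p-value below 0.1.

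The alternatives fixed beforehand were pseudocounts of 0.1 and 0.5, no filter or a mean of at least 5, median-of-ratios, upper-quartile and quantile scaling, eBayes without trend or robust, and sample weights. Litter as a block, litter 1 alone, Xist level as a covariate, the competitive set test camera and leaving out each library in turn were also fixed. The Xist covariate was conditional on both sexes being present in both groups, which held. Added after the data had been examined were the replicate block, the mean level of the enamel epithelium set as a covariate, the deposited log2 values without a pseudocount and limma voom. Gene neighbours of Gli1 were taken from a RefSeq gene table of assembly GRCm38.p6, in which 13878 of the 14444 tested symbols (96.1%) were found. No coordinates are given, since the authors' build is not stated. Figures were drawn with matplotlib 3.10.9.

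The fit was tested on simulated data with negative binomial reads for the same 14444 genes, using the real gene means, library sizes and within-group dispersions. Of 200 altered genes, 86% of the 100 altered 4-fold and 35% of the 100 altered 2-fold were recovered at an adjusted p under 0.05. The altered genes were drawn only from genes with a mean of at least 5 RPM outside the gene sets. Recovery of genes below that level was therefore not tested. Of 128 calls, 6 were of unaltered genes and 1 was of a gene in a set planted with a shift. The planted shift, a 2-fold decrease of every gene of the proliferation set, had an adjusted p of 0.00147 by fry, and 0 of the other sets were called. With no altered gene, 0 genes were called and 4.58% had an unadjusted p under 0.05. The simulation has independent noise per gene and no variation shared between genes. Reads within exons of Bmpr1a, which would show the deleted segment, are not analysed here.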

Results

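Gene expression was profiled in the apical dental mesenchyme of mouse first molars at postnatal day 7.5, when the roots begin to form. Bmpr1a encodes a type I receptor for bone morphogenetic proteins (BMPs). The comparison of 3 mutant with 3 littermate control libraries addressed how loss of this receptor from Gli1-expressing cells and their descendants alters gene expression during tooth morphogenesis. Control libraries 1 to 3 held 20568542, 19557694 and 19119135 reads on genes. Mutant libraries 1 to 3 held 18924833, 20609420 and 15916045. At these depths between 14108 and 14485 genes reached 1 RPM in a library. No pair of libraries agreed within counting error: the chi-square per degree of freedom between the reads of any 2 libraries was at least 23.2. This checks only for a library entered more than once and bears on no comparison between groups.

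Bmpr1a, the floxed gene, was measured at 136 ± 14.4 RPM in controls and 113 ± 6.51 RPM in mutants (mean ± SD, n = 3 per group here and throughout). All 3 mutant libraries lay below all 3 control libraries. The log2 change was -0.27 (SE 0.14), with an unadjusted p of 0.091 by limma and an adjusted p of 1.00 by limma with Benjamini-Hochberg adjustment. The change was -0.19 within litter 1 and -0.43 within litter 2, where a single library per genotype left it untested. With the replicate number as a block the unadjusted p was 0.0867. Among the alternatives the change ranged from -0.35 to -0.13, and it was under an unadjusted p of 0.05 in 0 of 23. Reads from undeleted exons and from cells outside the Gli1 lineage count towards these totals.

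Gli1, the locus of the driver, was at 43.0 ± 18.0 RPM in controls and 25.0 ± 4.69 RPM in mutants, with no overlap between the groups. Its log2 change was -0.70 (SE 0.29, unadjusted p 0.046; limma with Benjamini-Hochberg, adjusted p 1.00). The block fit gave an unadjusted p of 0.0122, and the 3 other scalings gave 0.0757 to 0.0907. It was under 0.05 in 10 of 23 alternatives. The change was -0.43 within litter 1 and -1.23 within litter 2. Mutants alone carry an altered Gli1 allele, so genotype and allele cannot be separated for this gene.

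Across all 14444 genes tested, 0 had an adjusted p under 0.05 (limma, Benjamini-Hochberg), 0 had one under 0.1, and the smallest adjusted p was 1.00. At an unadjusted p under 0.05 there were 152 genes, 52 higher and 100 lower in mutants. These made up 1.05% of the genes tested, against 722 genes if p-values were uniform. Of the 152, 106 changed at least 1.5-fold, 43 upward and 63 downward. The groups did not overlap for 382 genes, 2.64% of those tested, against the 10% that chance gives for 3 against 3. Of these, 241 were lower and 141 higher in mutants. Deviations from the group means correlated, across genes, at -0.03, 0.75 and 0.50 in the same-numbered pairs 1, 2 and 3. Their mean was 0.41; genes are not independent replicates. With the replicate number as a block, 0 genes had an adjusted p under 0.05 (smallest 0.504; limma, Benjamini-Hochberg). In that fit 524 genes, 3.63%, had an unadjusted p under 0.05, 293 higher and 231 lower. This was the alternative that moved the count most. With litter as a block the count was 293 genes, and within litter 1 alone it was 319. Litter 2 has 1 library per genotype and could not be fitted.

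**Figure D1:**
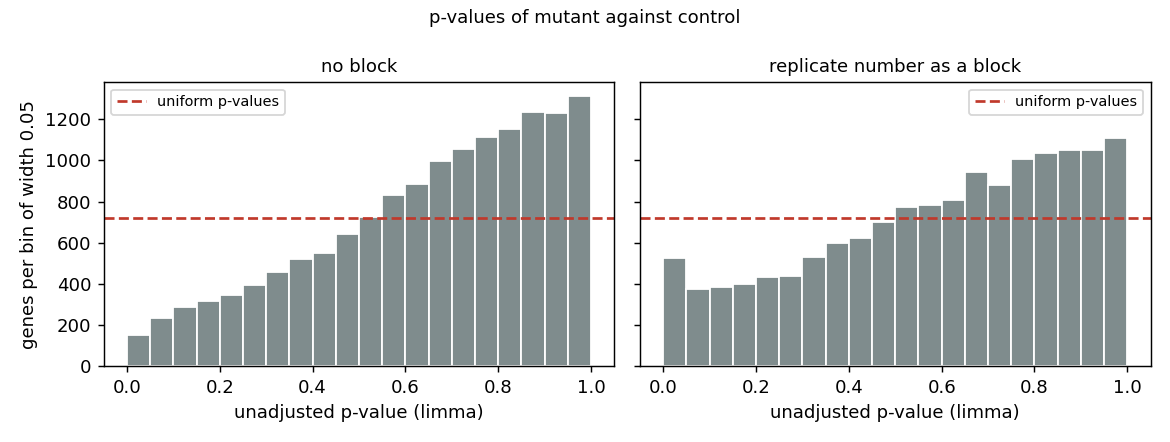
Histograms of unadjusted limma p-values (horizontal axis, bins of width 0.05) for the 14444 tested genes, without a block (left) and with the replicate number as a block (right); the vertical axis counts genes and the dashed line marks uniform p-values. The lowest bin holds 152 genes on the left and 524 on the right, both under the 722 of the dashed line.

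The libraries did not separate by genotype. The mean distance (1 minus Pearson's r of log2 values, across genes) was 0.0398 between groups and 0.0467 within groups, a difference of -0.00689. A one-sided exact permutation test over the 10 splits gave p = 0.9, where the smallest possible is 0.1. The test does not balance litters: 4 of 6 pairs within groups and 4 of 9 between groups crossed litters. Among pairs from the same litter the mean distance was 0.0319 within and 0.0295 between groups. Among pairs from different litters it was 0.0541 and 0.0527. The same-numbered pairs also count as between groups. The 3 same-numbered pairs had a mean distance of 0.0259, and the 6 other pairs between groups had 0.0468, against the 0.0467 within groups. All 3 same-numbered pairs lay within a litter, while 4 of the 6 others crossed litters, so this contrast mixes number with litter. Within litter 1, Pearson's r was 0.971 and 0.982 in same-numbered pairs 1 and 2. It was 0.982 for control 1 with mutant 2 and 0.948 for control 2 with mutant 1. The first principal component held 50.3% of the variance and placed control 3 (43.2), mutant 3 (30.5) and mutant 1 (5.14) opposite control 1 (-11.3), mutant 2 (-28.4) and control 2 (-39.2).

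Transcription factors tied to this study were examined next. Lhx8 was at 20.5 ± 1.88 RPM in controls and 14.7 ± 1.31 RPM in mutants, without overlap, a change of -0.46 (SE 0.15, unadjusted p 0.018). The Klf4 groups, 81.0 ± 48.5 and 39.8 ± 8.38 RPM, also did not overlap, with a change of -0.87 (SE 0.38, unadjusted p 0.0532). Pax9 was at 31.4 ± 17.1 RPM in controls and 27.1 ± 10.9 RPM in mutants, with overlapping groups and a change of -0.15 (SE 0.40, unadjusted p 0.725). Within litters 1 and 2 the Lhx8 change was -0.45 and -0.47, that of Klf4 -0.56 and -1.51, and that of Pax9 -0.74 and 1.04. In the block fit the unadjusted p was 0.0163 for Lhx8, 0.00748 for Klf4 and 0.73 for Pax9. None of the 3 passed adjustment by limma with Benjamini-Hochberg, over all genes (adjusted p 1.00) or over the 50 listed genes (adjusted p 0.325 for Lhx8).

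**Figure D2:**
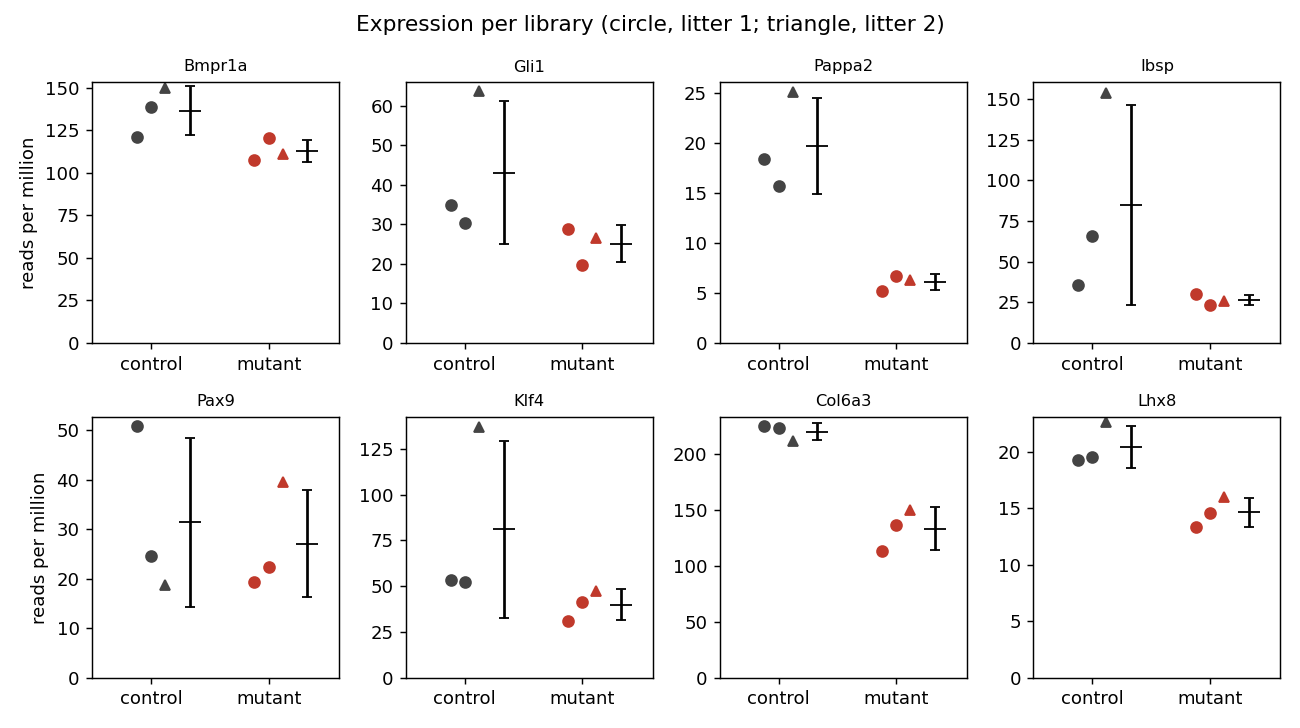
Expression in RPM (vertical axis, starting at 0) of 8 genes in each control (grey) and mutant (red) library, circles for litter 1 and triangles for litter 2; horizontal ticks with bars give the group mean and SD. The mutant libraries lie below the control libraries for Bmpr1a, Gli1, Pappa2, Ibsp, Klf4, Col6a3 and Lhx8, and overlap with them for Pax9.

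Among the 50 listed genes, 4 had an unadjusted p under 0.05 and 0 passed over the list. Lhx8 and the bone matrix genes Ibsp and Spp1 were among these. Ibsp fell from 85.1 ± 61.5 to 26.4 ± 3.22 RPM, a log2 change of -1.41 (SE 0.47, unadjusted p 0.0195). The Ibsp change was -0.84 within litter 1 and -2.54 within litter 2. Its level was 154 RPM in control 3 against 35.5 and 65.9 RPM in controls 1 and 2, and without control 3 its change was -0.86. The size of the Ibsp change therefore depends on that library. Spp1 was at 4.54, 96.1 and 159 RPM in controls 1, 2 and 3 and between 3.36 and 5.20 RPM in mutants, so control 1 overlapped the mutants. Its change was -3.05 (SE 1.14, unadjusted p 0.0312). In the block fit the unadjusted p was 0.0105 for Ibsp and 0.012 for Spp1. No listed gene of the BMP response or odontoblast sets had an unadjusted p under 0.05 without the block. With it, Smpd3 (0.00554) and Sp7 (0.0323) of the odontoblast set and Smad7 (0.0401) of the BMP response set did. In the BMP response set, 10 of 12 genes were lower, with changes from -0.48 to 0.21. In the odontoblast set, 7 of 9 were lower, from -1.07 to 0.20.

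Of the 12 gene sets tested, 0 had an adjusted p under 0.05 by limma's fry with Benjamini-Hochberg adjustment, and 1 had an unadjusted p under 0.05. The osteoblast set had the largest mean change of the lineage sets, a mean log2 change of -1.02 (unadjusted p 0.122; block 0.371), with 7 of 7 genes lower. The osteoblast change was -0.41 within litter 1 and -2.26 within litter 2, and over the alternatives it ran from -1.54 to -0.38. Without control 3, where the set was highest, it was -0.64. The odontoblast set changed by -0.45 (p 0.294; block 0.457), the BMP response set by -0.23 (p 0.46; block 0.0302) and the hedgehog response set by -0.22 (p 0.509; block 0.304). The odontoblast change was 0.00063 within litter 1 and -1.35 within litter 2, and without mutant 3 it was 0.11, so it rests on that library. Proliferation genes changed by 0.0006 (p 0.998; block 0.98). With the block, the smallest unadjusted p was 0.00456, for the macrophage and osteoclast set (change -0.36; adjusted p 0.0548 by limma's fry with Benjamini-Hochberg; without the block, unadjusted p 0.346). The enamel epithelium set ranged over 12.8-fold between libraries and differed between groups by 0.82 (p 0.513; block 0.485), less than its SD of 1.64 in controls and 1.48 in mutants. With each library left out in turn, that difference ran from 0.10 to 1.72.

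**Figure D3:**
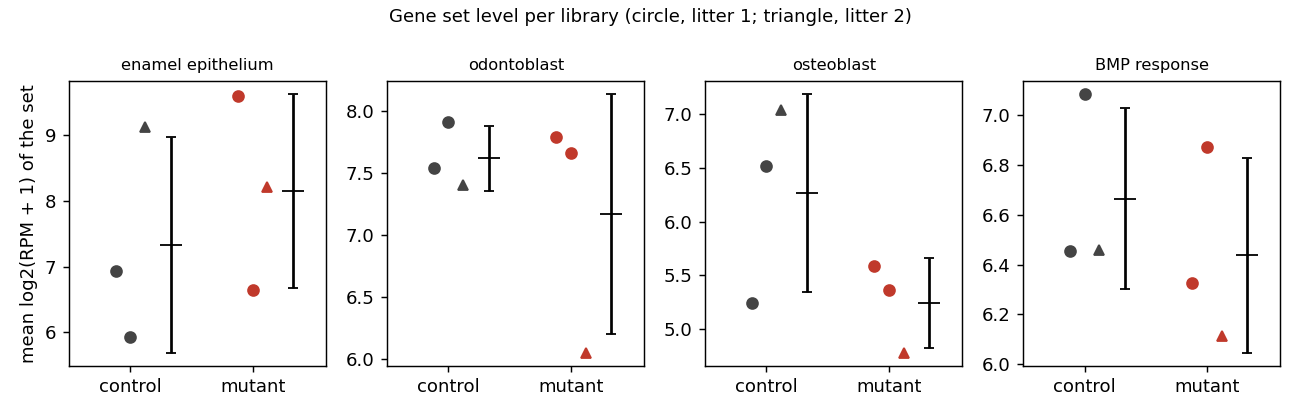
Mean log2(RPM + 1) over the genes of the enamel epithelium, odontoblast, osteoblast and BMP response sets (vertical axes, not starting at 0) in each control (grey) and mutant (red) library, circles for litter 1 and triangles for litter 2, with group mean and SD. The groups overlap in all 4 sets; the enamel epithelium set spans 5.92 to 9.60.

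Since no gene passed adjustment, the genes with the smallest unadjusted p-values and no overlap between groups were named by the rule fixed beforehand. Pappa2, encoding a secreted protease, fell from 19.7 ± 4.81 to 6.09 ± 0.776 RPM. Its change of -1.53 (SE 0.21) had the smallest unadjusted p of all genes, 1.53e-04, and an adjusted p of 1.00 by limma with Benjamini-Hochberg (0.504 with the replicate block). The change was -1.38 within litter 1 and -1.83 within litter 2. Col6a3 fell from 219.9 ± 7.25 to 133 ± 18.9 RPM, a change of -0.73 (SE 0.15, unadjusted p 0.00186). Eya4 fell from 2.57 ± 0.772 to 0.802 ± 0.0597 RPM, a change of -0.96 (SE 0.22, unadjusted p 0.00329). Gsc (-0.91) and C1s (-0.59) followed. Of the genes higher in mutants, Casp1 rose from 2.14 ± 0.657 to 5.78 ± 1.97 RPM, a change of 1.09 (SE 0.28, unadjusted p 0.00516). Mast1 rose from 1.29 ± 0.122 to 2.73 ± 0.545 RPM (0.69, SE 0.20, unadjusted p 0.00969), and Slc7a3 from 0.634 ± 0.733 to 2.40 ± 0.644 RPM (1.13, SE 0.33, unadjusted p 0.011). S100a16 (0.48) and F2rl1 (1.63) followed. None of these 10 genes passed adjustment.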

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

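The tests of library scaling and of joint variation of marker genes in this part were chosen only after the differences between litters were seen. The change of 18 named genes and 12 sets was compared between litters, and 3 of the 30 are singled out because both litter 1 mutants lay on one side of both litter 1 controls while the litter 2 mutant lay on the opposite side of its control. Chance alone gives this in 16.7% of unselected cases. Most of the named genes had groups that did not overlap and so could not show it. The 3 of 30 therefore cannot be set against that share. The rule turns on direction, so it passes over differences in size alone. Ibsp and Klf4 had unadjusted p-values of 0.0182 and 0.0237 for the difference between litters (limma), and the odontoblast set 0.0332 (limma's fry). Their adjusted p-values over the 30 were 0.237, 0.237 and 0.249 (Benjamini-Hochberg). Over all tested genes it occurred for 2622 (18.2%). A litter-by-genotype term in limma gave 0 genes with an adjusted p under 0.05 (Benjamini-Hochberg) and 731 (5.06%) with an unadjusted p under 0.05. Litter 2 holds 1 library per genotype, so litter, animal and dissection cannot be separated.

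Pax9 changed by -0.74 in litter 1 and by 1.04 in litter 2, a difference of 1.78 (unadjusted p 0.0219; adjusted p 0.237 over the 30, limma with Benjamini-Hochberg). Under median-of-ratios scaling the difference was 1.56, so this scaling does not account for all of it. Over all tested genes such cases made up 18.2%, against the 16.7% of chance, and the Pax9 difference fails adjustment. Chance therefore remains, and a response to genotype that differs between litters may be real but cannot be told apart from it.

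The erythroid set changed by 0.74 in litter 1 and by -1.44 in litter 2, a difference of -2.17 (unadjusted p 0.065; adjusted p 0.39, limma's fry with Benjamini-Hochberg). It was highest in control 3, where Hbb-b1 was at 813 RPM against 77.7 to 246 RPM in the other libraries; globin genes share reads with close copies, so single values are uncertain. Its genes varied together over the 6 libraries more than 100% of 10000 random sets matched on mean level. Blood carried over in varying amount is a candidate explanation. Markers of any single tissue would vary together whatever the reason its amount differed, so the test does not show when the blood entered.

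The glia set changed by -0.27 in litter 1 and by 0.10 in litter 2, a difference of 0.37 (unadjusted p 0.257; adjusted p 0.657, limma's fry with Benjamini-Hochberg). Its genes varied together more than only 27.1% of matched random sets. The set spanned only 1.39-fold between libraries, so shared variation this small could be lost in the noise of single genes. The test therefore does not decide on nerve tissue carried over in varying amount. Chance, such nerve tissue and a response to genotype that differs between litters all remain, since no test separated these. Library scaling was not tested for this set.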

How the results depend on the processing

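The replicate block, the enamel covariate, the deposited values without a pseudocount and limma voom were chosen after the data had been seen; the other alternatives were fixed before. No gene had an adjusted p under 0.05 (limma, Benjamini-Hochberg) under any alternative that kept all 6 libraries or used litter 1 alone, nor did any at 0.1 in the reported fit. Counts at an unadjusted p under 0.05 in those fits ran from 103 to 524. Across the 6 fits that each left out 1 library the number passing adjustment ran from 0 to 1: without control 1, Spp1 had an adjusted p of 0.034 (limma, Benjamini-Hochberg; up to 1.00 elsewhere). The cause is visible in the values, since control 1 is the control whose Spp1 level matched the mutants. Over the list alone, 0 to 2 genes passed across these 6 fits, Ibsp and Spp1 without control 1.

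The count at an unadjusted p under 0.05, reported as 152, was 332 with no filter on low values, 309 with sample weights, 293 with litter as a block, 319 in litter 1 alone, 524 with the replicate block and 353 with the enamel covariate. It ran from 68 to 325 across the leave-one-out fits. The count with at least 1.5-fold change, reported as 106, was 63 with a mean of at least 5, 167 with litter as a block, 231 in litter 1 alone, 325 with the replicate block and 206 with the enamel covariate. It ran from 42 to 287 across the leave-one-out fits. Of the 152 genes, 146 remained in the replicate block count and 45 remained without mutant 1. The rise under the replicate block and the enamel covariate is taken up with their tests in the next part; for the others the cause was not tested.

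With camera, 7 sets had an adjusted p under 0.05 (Benjamini-Hochberg within limma) against 0 with fry, where 1 set had an unadjusted p under 0.05. The osteoblast set was among them at 1.17e-06; over the other alternatives no set passed. Camera ranks a set against other genes with a preset inter-gene correlation of 0.01, and does not ask whether libraries of a genotype agree.

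Directions reversed for 6 sets and Pax9. The proliferation set, at 0.0006, was at -0.0012 and -0.00036 with pseudocounts of 0.1 and 0.5, -0.16 with sample weights, -0.18 in litter 1 alone, -0.0076 with the enamel covariate, -0.0014 without a pseudocount and -0.0067 with voom. The erythroid set, at 0.012, was at -0.0053 with no filter, -0.069 with a mean of at least 5 and -0.34 with the enamel covariate. The Y-linked set, at -0.032, was at 0.038, 0.017 and 0.023 under median-of-ratios, upper-quartile and quantile scaling and 0.024 without a pseudocount. The BMP response set, at -0.23, went to 0.011 with sample weights, and the odontoblast set, at -0.45, to 0.00063 in litter 1 alone. For these reversals the cause was not tested. The odontoblast set was at 6.05 in mutant 3, which the litter 1 fit leaves out, against 7.40 to 7.91 in the other libraries. Across the leave-one-out fits the ranges were -0.22 to 0.19 for proliferation, -0.52 to 0.97 for erythroid, -1.62 to 1.59 for Y-linked, -0.76 to 0.11 for odontoblast and -0.27 to 0.020 for endothelial genes. Pax9 ran from -0.44 to 0.26, and Spp1 from -4.55 to -2.12.

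Bmpr1a and Gli1 kept their direction in 23 of 23 alternatives, from -0.35 to -0.13 and from -0.92 to -0.38, and failed adjustment in each. Gli1 was under an unadjusted p of 0.05 in 10 of 23, with p from 0.000781 to 0.137, and Bmpr1a in 0 of 23. Pappa2 ran from -1.68 to -1.35. Lhx8 was under an unadjusted p of 0.05 in 21 of 23 alternatives, Ibsp in 22, Spp1 in 14 and Klf4 in 6. Klf4 ran from -1.11 to -0.42. The difference in distance stayed negative in 13 of 13, from -0.0404 to -0.0028. Depth limits low genes most: 1 read in mutant 3, the shallowest library, is worth 0.0419 RPM.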

Other observations

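In this part, the tests of the enamel genes' joint variation, of the share of small p-values under the replicate block and of the genes passing adjustment over splits were chosen only after their results were seen.

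The 6 libraries can be split into 3 and 3 in 10 ways. The 152 genes at an unadjusted p under 0.05 were matched or exceeded in 9 of 10 splits, counting the real one, as were the 106 with at least 1.5-fold change. The real counts of genes, sets and listed genes passing adjustment were 0, so 10 of 10 splits match them by construction and show nothing. A smallest p-value as small as that of Pappa2 came from 4 of 10. The 4 splits that keep control 3 and mutant 3, the litter 2 libraries, on the same side gave 687, 3248, 1895 and 368 genes, all more than the real split. The largest, 3248, set controls 1 and 2 and mutant 2 against the rest, the division seen on the first principal component. No split of 3 and 3 follows litter exactly. With the replicate block, 3 of the 4 splits that part all same-numbered pairs gave at least the 524 genes of the real one; the others gave 1004, 99 and 1598. With 10 splits or 4 no share under 0.05 is possible, and the genotype effect on the counts at an unadjusted p under 0.05 cannot be told apart from an arbitrary division of the libraries.

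Fewer genes had small p-values than uniform p-values would give, 1.05% at 0.05. Variation that is shared between genes and cuts across genotype could produce this. The share rose to 3.63% with the replicate block and to 2.44% with the enamel score as a covariate, each more than a doubling, and both stayed below 5%. It also rose to 2.14% with sample weights, 2.21% in litter 1 alone and 2.03% with litter as a block, and fell to 0.47% without mutant 1. A rise is therefore not specific to either explanation. Both explanations remain, and they overlap, since the enamel level also differs between the numbered pairs. Because number 3 is litter 2 and number 1 holds the libraries with almost no Xist, the replicate block equals litter and sex together. The rise under it therefore does not show that same-numbered libraries were matched in any other way.

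Enamel epithelium genes took between 0.342% of gene reads in control 2 and 7.39% in mutant 1. The share was 5.82% in control 3, 3.09% in mutant 3, 0.782% in mutant 2 and 0.732% in control 1. Amelx alone ranged 26.8-fold, from 876 RPM to 23480 RPM, and was the most abundant gene in control 3 and mutant 3. These genes varied together more than 99.9% of matched random sets, as epithelium carried over in varying amount predicts. Differences in the stage or amount of epithelium at dissection may give the same pattern and were not separated. Csn3, Amtn and Odam, picked after their values were seen, had the largest positive loadings on the first principal component. Sod3, Prelp, Trf and the odontoblast gene Dspp had the largest negative ones. Mutant 1, with the highest enamel share, lay at only 5.14 on this component, and control 3 and mutant 3 lay at 43.2 and 30.5. The component therefore does not follow the enamel level alone.

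Lhx8 and Klf4 were lower in all 3 mutants than in all 3 controls. If epithelial RNA diluted them, the enamel covariate would bring them near 0. The changes were -0.46 and -0.87 without it and -0.47 and -1.03 with it. Under the 3 other scalings the values nearest to 0 were -0.44 and -0.83. Neither change moved towards 0 with the covariate, which goes against dilution that follows the enamel score, though the Lhx8 change hardly moved. Both changes stayed more than 1 SE from 0 under each scaling. The median change over all tested genes was -0.013, and under the other scalings it lay between -0.0063 and 0.0019. These scalings could therefore hardly have removed either change, and their test does not decide on scaling. Without control 3 the Lhx8 change was -0.38 and the Klf4 change -0.42, so the size of the Klf4 change depends on that library. A lower level in mutants may reflect the genotype, as a hypothesis. It cannot be told apart from chance, since neither gene passed adjustment, and effects of Cre, of tamoxifen or of strain variants on these genes were not tested.

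Lower Gli1 may come from the driver allele itself or from a weaker hedgehog response. The hedgehog response set changed by -0.22 (unadjusted p 0.509, limma's fry), with 5 of 6 genes lower. The set change ran from -0.46 without control 2 to -0.015 without control 3. Of its genes, picked after their values were seen, Gli3 (-0.44) and Hhip (-0.82) had unadjusted p-values of 0.0561 and 0.0924, and 0.015 and 0.0251 with the replicate block. These values do not separate the explanations. Linked strain variants around the driver locus might also add small p-values near Gli1. Of the 200 tested genes nearest to it, 2 had an unadjusted p under 0.05 (1.00%), against 149 of 14243 others (1.05%; one-sided Fisher's exact p 0.621), so no excess was seen.

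Xist had 1 read in control 1 and 5 reads in mutant 1, and was between 77.8 and 262 RPM in the other 4 libraries. Ddx3y was at 63.4 and 48.3 RPM in control 1 and mutant 1 and had no reads in the others. The odontoblast gene Dspp, chosen after its values were seen, was at 113 RPM in mutant 3 and 817 RPM in control 3, and between 4032 and 6872 RPM in the 4 litter 1 libraries.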
